A study of Homo sapiens with 8 samples. Its data were reported in "BET inhibitors reduce tumor growth in preclinical models of gastrointestinal gene signature–positive castration-resistant prostate cancer" (2025).

How the data were processed

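Total RNA from 22Rv1 cells was captured on poly-A, made into libraries and sequenced from paired ends. The 8 libraries in 4 groups of 2 were grouped by the transgene and treatment in their labels. Per the labels and the study's methods, the authors aligned the reads to hg38 with STAR, whose version is 2.6 in the submitters' processing notes, while the study's methods name another version. The study's methods state expression as log2 TPM, which is scaled by length and to a fixed total, from edgeR, and the deposited values are in another unit. The gene counter, its strand setting, the annotation release and the origin of the size factors were not given in the sources used here. The deposited signal is a normalized count, the gene's reads divided by 1 size factor per library, with no scaling by length or to a fixed total. In every library each deposited value was a whole multiple of 1 step, so whole reads were recovered: 100% of the values above 0 lay within 0.01 of a whole number after division by the step. For GFP-DMSO number 2 the step was 1.01, close enough to 1 that a general test for such steps does not apply, and recovery there rests on its values being multiples of that step. The recovered totals ran from 31508275 to 40262678 reads. The values are relative to each library's total, with no spike-in analysed here, so a change shared by all transcripts would not be seen.

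The table held 57605 entries. The 2 entries that repeated an identifier with identical values under another symbol were dropped, and 17600 identifiers had no symbol. Genes with a mean normalized count of at least 10 over the 8 libraries were tested, 17876 in all, which held at least 99.9% of each library's reads. Log2(normalized count + 1) was fitted with limma 3.58.1 (R 4.3.3), with an intensity trend, as 4 group means in 1 fit of all 8 libraries, and tested two-sided for 5 contrasts: ABBV-075 against DMSO in GFP cells and in HNF4G cells, HNF4G against GFP cells under DMSO and under ABBV-075, and the interaction. Calls were made at a Benjamini-Hochberg adjusted p under 0.05 in each contrast. Fold changes are on this log2 scale, which understates the change of genes with few reads.

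Gene lists were fixed before the data were examined, 26 in all, of which 25 had at least 2 tested genes. The list of immune and endothelial markers had none among the 12 listed. They cover the HNF signature with and without HNF4G, gut and liver lineage, gut and liver transcription factors, steroid and xenobiotic metabolism, androgen-induced genes, prostate luminal identity, MYC and ribosome biogenesis, BET-inhibitor-induced genes, G1/S, G2/M, CDK inhibitors and senescence, p53 targets, BCL2 family, cholesterol synthesis, stress response, interferon, YAP/TEAD targets, immediate early genes, neuroendocrine, basal, stromal, and immune and endothelial markers, mitochondrially encoded transcripts, ribosomal proteins and housekeeping genes. Lists can share genes. UGT2B15 and AKR1C3 stand in both the HNF signature and the steroid and xenobiotic list, so calls of these lists are not separate in any contrast. Lists were tested with camera at a preset correlation of 0.01, two-sided, adjusted over the lists of a contrast, and again with an estimated correlation and with fry. The HNF signature was compared between cell lines with an exact paired sign-flip test over 10 genes. Genes named were chosen by a rule fixed in advance. It took a fixed set of 20 genes, then in each contrast the 8 largest rises and falls among called genes with a mean of at least 50 and no overlap between the libraries compared, passing over unnamed and non-coding symbols, and up to 2 rising and 2 falling called genes per list. In the fixed set, CCN2, F5 and VIL1 were named by the study from these libraries and the HNF signature was not. F5 and VIL1 also stand in the lineage list and CCN2 in the YAP/TEAD list. Tests of these lists for HNF4G against GFP cells and for the interaction are therefore partly drawn from the same data. Results for some genes are not reported or drawn singly here, while tests of lists hold every tested member. A1CF and MYO1A among the DESeq2 interaction calls, and genes named only in alternatives, were picked after their values were seen.

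The alternatives fixed in advance were pseudocounts of 0.5 and 8, no filter and a mean of at least 100, rescaling by median-of-ratios, trimmed means or quantiles, a replicate block, only the 4 libraries compared, robust or untrended limma, an added log2 change of at least 1, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, and leaving out each library. A lone library is then assumed to vary like the other groups. A correction for GC content and length, the same with the replicate block, a crossed block and leaving out 2 libraries were chosen after seeing the data. Lists of genes were also set against 10000 random draws matched on mean expression. GC content and length came from the longest GENCODE 44 transcript of each gene, matched for 99.9% of tested genes by identifier, and coordinates are from the same GRCh38 annotation. The 2 libraries of each group differed by more than sampling noise (chi-square over degrees of freedom between 2.36 and 63.5), so no pair was taken for repeat deposits of 1 library. This does not tell separate cultures from repeated preparations of 1 culture.

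The pipeline was tested on simulated data, drawing counts for 17876 genes with 100 genes changed 2-fold and 100 changed 4-fold. For ABBV-075 in GFP cells it recovered 72% and 97% of them, with 11 unchanged genes called, and for the interaction it recovered 32% and 90%. These draws hold independent noise and no GC trend shared by libraries. Genes of near-identical families, such as UGT2B, AKR1C, CYP2C, KLK and histone genes, could share reads, and reads of a gene and an antisense neighbour cannot be told apart without strand. Python 3 with pandas and matplotlib was used for tables and plots.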

Results

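RNA-seq libraries were examined from 22Rv1 cells, a castration-resistant prostate cancer line that expresses a gastrointestinal gene programme. The cells carried either a GFP transgene, as a control, or an HNF4G transgene, which encodes a nuclear receptor transcription factor of gut and liver. Each line received DMSO or 25 nM ABBV-075 (mivebresib), an inhibitor of the BET family of acetyl-lysine readers, for 24 hours. This gave 4 groups with 2 libraries in each, named GFP-DMSO, GFP-ABBV-075, HNF4G-DMSO and HNF4G-ABBV-075. The values were gene read counts divided by 1 size factor per library, called normalized counts here. The reads recovered from them came to 36926984 and 35086425 in GFP-DMSO, 32877590 and 31508275 in GFP-ABBV-075, 36525929 and 40262678 in HNF4G-DMSO, and 36953258 and 34025105 in HNF4G-ABBV-075 (number 1, then number 2). The labels did not say whether the 2 libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. Across the reads, the mean GC content of the source transcripts was 46.3% in HNF4G-ABBV-075 number 1 and in HNF4G-DMSO number 2, against 47.4% to 47.9% in the other 6 libraries. Leaving out these 2 libraries leaves 1 in each HNF4G group. Gene counts in that setting rest on the spread of the GFP pairs alone. That spread was smaller than in the HNF4G pairs (SD of the log2 difference 0.31 and 0.33, against 0.42 and 0.53), so a larger count there does not show more true changes.

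The transgene was read out first. HNF4G (ENSG00000164749, chromosome 8, 75407914 to 75566834, GRCh38) stood at 1088 and 993 normalized counts in the GFP-DMSO libraries and at 206 and 213 in GFP-ABBV-075. It stood at 10109 and 12104 in HNF4G-DMSO and at 43972 and 34116 in HNF4G-ABBV-075. The group means were 1040.4 ± 67.0, 209.7 ± 5.21, 11107 ± 1410.4 and 39044 ± 6969.4 in that order (SD, n = 2 each). HNF4G thus fell with ABBV-075 in GFP cells and rose with it in HNF4G cells. Counts per gene cannot separate endogenous from transgene reads.

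**Figure D1:**
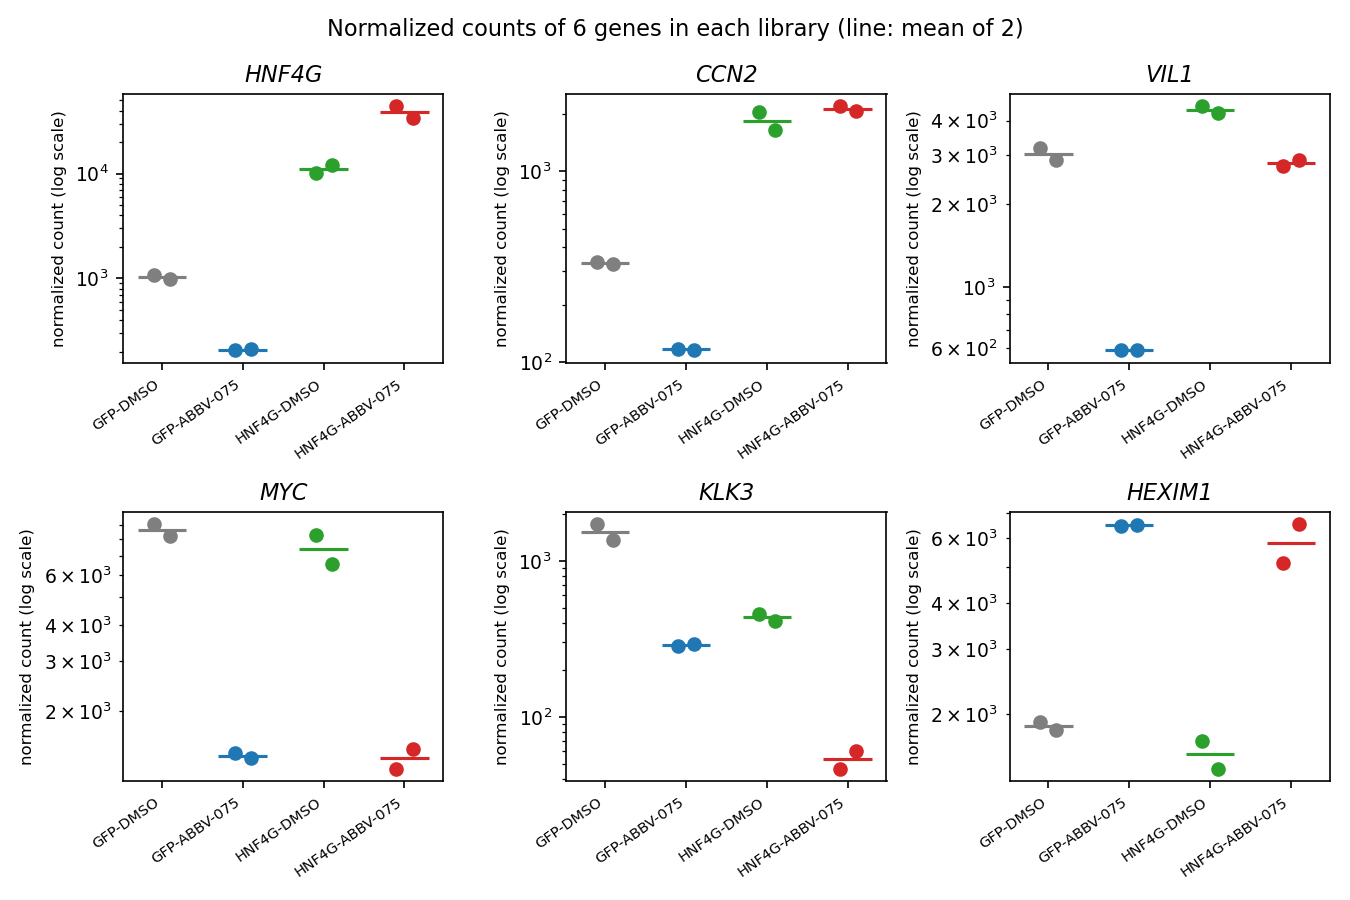
Normalized counts on a log axis for HNF4G, CCN2, VIL1, MYC, KLK3 and HEXIM1, with 1 point per library, 4 groups on the horizontal axis and a line at the mean of 2 libraries. MYC is lower and HEXIM1 higher with ABBV-075 in both lines, while HNF4G is lower with ABBV-075 in GFP cells and higher with it in HNF4G cells.

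The effect of BET inhibition on the transcriptome was asked first in GFP cells. All 11 genes of the HNF signature, which the study defined on other samples, fell with ABBV-075. METTL7B (chromosome 12, 55681736 to 55684611) went from 1192.4 ± 13.8 to 211.9 ± 3.68 normalized counts (SD, n = 2 each), a log2 change of -2.49 ± 0.12 (SE, as below). UGT2B15, which glucuronidates androgens, changed by -2.81 ± 0.14 and AKR1C3, a steroid-converting reductase, by -1.96 ± 0.10. Outside the signature, 13 of 20 measured intestinal, gastric and liver lineage genes fell, 2 rose and 5 were not called. A1CF (-3.39 ± 0.16), CDH17 (-3.01 ± 0.21), an intestinal cadherin, and VIL1 (-2.35 ± 0.10), the actin-bundling protein villin, were among those that fell, and TF, which encodes transferrin, rose by 2.90 ± 0.30. In the list of steroid and xenobiotic metabolism 9 of 16 measured genes fell, 0 rose and 7 were not called, with UGT2B10 at -3.96 ± 0.30 and UGT2B4 at -3.37 ± 0.26. Of 9 gut and liver transcription factors outside the signature, 4 fell, NR1H4 (-3.10 ± 0.23) among them, 1 rose (KLF5, 0.82 ± 0.11) and 4 were not called.

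MYC (chromosome 8, 127735434 to 127742951) fell from 8593 ± 589 to 1394 ± 41.7 normalized counts (SD, n = 2 each), a log2 change of -2.62 ± 0.14. Of 28 measured genes of MYC and ribosome biogenesis 24 fell, 0 rose and 4 were not called, with NOP16 at -1.50 ± 0.10. All 11 measured genes of the list commonly induced by BET inhibitors rose. This list is mostly histone genes, with H2AC6 at 3.52 ± 0.14 and H2BC21 at 3.51 ± 0.09, and it holds HEXIM1, an inhibitor of the P-TEFb kinase, at 1.80 ± 0.14. With poly-A capture, values of histone genes here and below cover only their polyadenylated transcripts. Of 10 immediate early genes 8 rose, with FOS at 1.73 ± 0.17 and JUN at 1.54 ± 0.15, and 0 fell. Of 23 G1/S and replication genes 12 fell, 1 rose and 10 were not called, with MCM5 at -0.79 ± 0.25 and MCM2 at -0.65 ± 0.17. The androgen-induced genes went both ways, with 8 of 31 higher, 8 lower and 15 not called. KLK3, which encodes prostate-specific antigen, changed by -2.40 ± 0.17 and ABCC4 by -2.79 ± 0.18, whereas FKBP5 rose by 0.34 ± 0.11 and SLC45A3 by 0.98 ± 0.15. Among single genes with a mean of at least 50 normalized counts, the largest falls included CYP2C8 (-4.32 ± 0.17), RYR2 (-4.22 ± 0.26) and HABP2 (-4.21 ± 0.30), and the largest rises included H4C14 (4.04 ± 0.29), TMEM105 (4.02 ± 0.35) and CRB1 (3.93 ± 0.39).

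Over 17876 genes tested with limma, 2534 were higher and 3432 lower in GFP-ABBV-075 than in GFP-DMSO at an adjusted p under 0.05. Adjusted over the list alone, the lower genes numbered 10 of 10 for the HNF signature without HNF4G, 25 of 28 for MYC, 13 for lineage (2 higher), 13 for steroid and xenobiotic metabolism (0 higher), 12 for G1/S (1 higher), 4 for gut and liver transcription factors (1 higher) and 10 for androgen-induced genes (9 higher). Adjusted over the list alone, 11 BET-inhibitor-induced and 8 immediate early genes were higher. Camera called the HNF signature without HNF4G (adjusted p = 4.4e-09), the MYC list (adjusted p = 4.0e-10) and the BET-inhibitor-induced list (adjusted p = 1.2e-10), and these 3 held with an estimated correlation. Camera also called the lineage list (adjusted p = 7.0e-04, and adjusted p = 0.076 with an estimated correlation), the steroid and xenobiotic list (adjusted p = 1.2e-05, and adjusted p = 0.11 with an estimated correlation), the G1/S list (adjusted p = 0.0013, and adjusted p = 0.14 with an estimated correlation) and the immediate early list (adjusted p = 1.2e-05, and adjusted p = 0.27 with an estimated correlation). Mitochondrially encoded transcripts took 3.43% and 3.49% of reads in GFP-ABBV-075 against 3.01% and 1.90% in GFP-DMSO, with 2 of 13 higher over all genes, 5 at an unadjusted p under 0.05 and none adjusted over the list alone (camera, adjusted p = 0.0074, and adjusted p = 0.73 with an estimated correlation). The count of 5966 fell to between 2915 and 3067 without any 1 of the 4 GFP libraries, and was 10750 in those 4 alone (5164 higher and 5586 lower), 9872 after a correction for GC content and length (4871 higher and 5001 lower) and 10737 without the 2 libraries of low GC content (5151 higher and 5586 lower). The calls of FKBP5, MCM2 and MCM5 were lost without any 1 of those 4 libraries, FKBP5 also in edgeR and DESeq2, that of APOH without GFP-DMSO number 1, and that of the mitochondrial list without GFP-DMSO number 2, with quantile normalization or after the correction for GC content and length.

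The same treatment was then examined in HNF4G cells. MYC changed by -2.43 ± 0.14 and HEXIM1 by 1.90 ± 0.14, and all 11 measured genes of the BET-inhibitor-induced list rose, with H2BC21 at 3.34 ± 0.09. The 10 HNF signature genes other than HNF4G were all lower with ABBV-075, with UGT2B15 at -2.78 ± 0.14, CLRN3 at -1.33 ± 0.35 and ANG at -0.57 ± 0.13, while HNF4G rose by 1.81 ± 0.15. Of the lineage genes 13 of 20 fell and 2 rose, with CDH17 at -3.01 ± 0.21 and VIL1 at -0.64 ± 0.10. In the steroid and xenobiotic list 11 of 16 fell and 1 rose, ALDH1A1 (0.67 ± 0.12). Of the MYC list 21 of 28 fell and 0 rose, of the G1/S list 11 of 23 fell and 0 rose, and of 10 immediate early genes 8 rose and 0 fell, with FOS at 1.80 ± 0.17. KLK3 changed by -3.01 ± 0.17. CCN2, a matricellular protein gene, was measured at 1845 ± 277 normalized counts under DMSO and 2131 ± 93.9 under ABBV-075 (SD, n = 2 each), which was not called (limma, adjusted p = 0.25). The largest falls among genes with a mean of at least 50 included ARL9 (-4.33 ± 0.36), BCAT1 (-3.94 ± 0.20), DDC (-3.66 ± 0.14), which encodes DOPA decarboxylase, and SI (-3.65 ± 0.36), which encodes sucrase-isomaltase.

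In all, limma called 2304 genes higher and 3271 lower in HNF4G cells with ABBV-075 at an adjusted p under 0.05. Adjusted over the list alone, the lower genes numbered 10 of 10 for the HNF signature without HNF4G, 25 for MYC (1 higher), 14 for lineage (3 higher), 11 for steroid and xenobiotic metabolism (1 higher) and 11 for G1/S (1 higher), and 11 BET-inhibitor-induced and 9 immediate early genes were higher. Camera called the BET-inhibitor-induced list (adjusted p = 1.3e-10) and the MYC list (adjusted p = 3.1e-09), which held with an estimated correlation (adjusted p = 0.039 for both). It also called the HNF signature without HNF4G (adjusted p = 4.3e-07, and adjusted p = 0.078 with an estimated correlation), the lineage list (adjusted p = 4.7e-04, and adjusted p = 0.087 with an estimated correlation), the steroid and xenobiotic list (adjusted p = 4.5e-05, and adjusted p = 0.13 with an estimated correlation), the G1/S list (adjusted p = 0.0047, and adjusted p = 0.19 with an estimated correlation) and the immediate early list (adjusted p = 2.3e-05, and adjusted p = 0.31 with an estimated correlation). The count of 5575 was 2785 in the 4 HNF4G libraries alone (889 higher and 1896 lower), 9589 after the correction for GC content and length (4660 higher and 4929 lower) and 8507 without the 2 libraries of low GC content (3980 higher and 4527 lower). The call of CLRN3 was lost without HNF4G-DMSO number 1, HNF4G-DMSO number 2 or HNF4G-ABBV-075 number 1, with no filter or without both libraries of low GC content, and that of ANG was lost without HNF4G-DMSO number 1 or in the 4 HNF4G libraries alone. In edgeR and DESeq2 the G1/S list was not called.

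No library is shared between the 2 drug comparisons, but both take the spread of each gene from the same fit of all 8 libraries. A gene with a small spread therefore tends to be called in both. Values for independent lists, here and below, leave that out. Of the genes lower with ABBV-075 in GFP cells, 2828 of 3432 were also lower in HNF4G cells, against 628 for independent lists. Of the 2534 higher genes, 1866 were also higher in HNF4G cells, against 327 for independent lists.

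HNF4G-DMSO was compared with GFP-DMSO to see what differs in HNF4G cells in the absence of inhibitor. The labels name no separate derivations of either line, so other lasting differences between the lines cannot be told apart from the transgene. Among genes with a mean of at least 50 normalized counts, the largest rises in HNF4G cells included CP (3.07 ± 0.26), which encodes ceruloplasmin, REG4 (2.98 ± 0.14), F5, which encodes coagulation factor V, at 6.07-fold, and APOH (2.44 ± 0.28). CCN2 was also higher (2.47 ± 0.13). Of the 10 signature genes without HNF4G, CLRN3 (2.46 ± 0.35), APOH, UGT2B15 (2.08 ± 0.14) and AKR1C3 (1.02 ± 0.10) were higher, 0 were lower and 6 were not called. In the lineage list 6 of 20 were higher and 0 lower, with CDH17 at 2.15 ± 0.21, and in the steroid and xenobiotic list 7 of 16 were higher and 0 lower, with UGT2B10 at 2.28 ± 0.30. Of 11 YAP/TEAD targets CCN2 and NT5E (2.21 ± 0.17) were higher and F3 was lower (-0.78 ± 0.12). The genes lower in HNF4G cells included CGA (-2.22 ± 0.14), KLK3 (-1.81 ± 0.17) and KLK2 (-1.13 ± 0.11), the last 2 being the only called genes of 31 in the androgen-induced list. KLK3 (chromosome 19, 50854915 to 50860764) stood at 435.3 ± 30.2 normalized counts in HNF4G-DMSO against 1535 ± 249 in GFP-DMSO (SD, n = 2 each).

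Limma called 140 genes higher and 21 lower in this comparison. Adjusted over the list alone, the higher genes numbered 7 for the HNF signature without HNF4G, 11 for lineage, 11 for steroid and xenobiotic metabolism and 4 of 9 for gut and liver transcription factors, with 0 lower in each, 6 for YAP/TEAD targets (1 lower) and 1 for androgen-induced genes (9 lower). Camera called the HNF signature without HNF4G (adjusted p = 2.9e-09), the lineage list (adjusted p = 3.9e-12) and the steroid and xenobiotic list (adjusted p = 3.1e-12), and all 3 held with an estimated correlation (adjusted p = 0.036, 0.034 and 0.036). The signature and the steroid and xenobiotic list share UGT2B15 and AKR1C3. The androgen-induced list (adjusted p = 0.0011), the YAP/TEAD list (adjusted p = 1.2e-04) and the MYC list (adjusted p = 0.0011, median -0.10) each had adjusted p = 0.055 with an estimated correlation. Gut and liver transcription factors (adjusted p = 0.0015, and adjusted p = 0.16 with an estimated correlation), prostate luminal genes (adjusted p = 0.030, median -0.070, and adjusted p = 0.16 with an estimated correlation) and cholesterol genes (adjusted p = 0.016, median 0.11, and adjusted p = 0.12 with an estimated correlation) were called as well, the last 2 not without GFP-DMSO number 2. The count of 161 was 1165 without the 2 libraries of low GC content (619 higher and 546 lower) and 1191 after the correction for GC content and length (708 higher and 483 lower), 278 in DESeq2, 16 or 17 without a GFP-DMSO library, 71 without HNF4G-DMSO number 1, 51 without number 2, 96 without either GFP-ABBV-075 library, and 311 and 329 without HNF4G-ABBV-075 number 1 and number 2. Among the genes named, CLRN3, APOH, AKR1C3, CDH17, UGT2B10, F3 and KLK2 were not called without either GFP-DMSO library, nor CP and KLK3 without number 1, nor CLRN3, UGT2B10 and F3 without either HNF4G-DMSO library, nor APOH without HNF4G-DMSO number 2, nor F3 without either GFP-ABBV-075 library.

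HNF4G and GFP cells were also compared under ABBV-075. HNF4G stood 7.52 ± 0.15 higher on the log2 scale, CCN2 4.18 ± 0.13 and VIL1 2.25 ± 0.10. Of the 10 signature genes without HNF4G, 7 were higher, 0 lower and 3 not called. CLRN3, a small membrane protein gene, stood at 99.0 ± 5.52 normalized counts in HNF4G-ABBV-075 and 2.28 ± 1.67 in GFP-ABBV-075 (SD, n = 2 each). In the lineage list 10 of 20 were higher and 0 lower, with MYO1A, a brush border myosin, at 3.38 ± 0.14 and F5 at 3.01 ± 0.19, and in the steroid and xenobiotic list 8 of 16 were higher and 0 lower, with UGT2B10 at 2.76 ± 0.30. Of 31 androgen-induced genes 4 were lower, KLK3 (-2.41 ± 0.17) and KLK2 (-1.48 ± 0.11) among them, and TMPRSS2 was higher (1.04 ± 0.10). Of 11 YAP/TEAD targets 3 were higher and 0 lower, and of 22 cholesterol genes 2 were higher, HMGCS1 (0.71 ± 0.14) among them, and 0 lower.

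Limma called 293 genes higher and 60 lower. Of the 140 genes higher under DMSO, 115 were also higher under ABBV-075, against 2.29 for independent lists. Any lasting difference between the lines, from the transgene or not, would give such an overlap. Each comparison holds 1 of the 2 libraries of low GC content, which deviate together (r = 0.59 across genes, which are not independent replicates), and the value for independent lists leaves that out. Without those 2 libraries, a setting chosen after seeing the data, each comparison holds 1 HNF4G library, so the overlap there cannot settle this. Adjusted over the list alone, 10 of 10 signature genes without HNF4G, 11 lineage, 11 steroid and xenobiotic, 4 gut and liver transcription factor and 7 cholesterol genes were higher with 0 lower, 7 YAP/TEAD targets were higher and 1 lower, and 2 androgen-induced genes were higher and 8 lower. The HNF, lineage and steroid and xenobiotic lists were called by camera (adjusted p = 2.3e-17, 1.3e-08 and 2.2e-12) and held with an estimated correlation (adjusted p = 0.021, 0.024 and 0.035). Camera also called YAP/TEAD targets (adjusted p = 4.2e-05, and adjusted p = 0.052 with an estimated correlation), cholesterol genes (adjusted p = 0.0014, and adjusted p = 0.073 with an estimated correlation), androgen-induced genes (adjusted p = 0.0056, and adjusted p = 0.084 with an estimated correlation), gut and liver transcription factors (adjusted p = 0.0064, and adjusted p = 0.27 with an estimated correlation) and G2/M genes (adjusted p = 0.035, median 0.17, and adjusted p = 0.58 with an estimated correlation). Mitochondrially encoded transcripts took 2.10% and 1.82% of reads in HNF4G-ABBV-075 against 3.43% and 3.49% in GFP-ABBV-075, with 13 of 13 lower when adjusted over the list alone (camera, adjusted p = 7.4e-10, and adjusted p = 0.28 with an estimated correlation). The count of 353 was 3183 without the 2 libraries of low GC content (1676 higher and 1507 lower) and 2351 after the correction for GC content and length (1211 higher and 1140 lower), 94 higher and 22 lower in the 4 libraries compared alone, 211 without a filter, 171 and 166 without GFP-DMSO number 1 and number 2, 91 and 92 without GFP-ABBV-075 number 1 and number 2, and 666 without HNF4G-ABBV-075 number 2. HMGCS1 was not called without any 1 of the GFP libraries or HNF4G-ABBV-075 number 1, nor the androgen-induced and cholesterol lists without HNF4G-ABBV-075 number 2, nor the G2/M list without HNF4G-ABBV-075 number 1 or either GFP-ABBV-075 library, or in edgeR or DESeq2. In the 4 libraries compared alone or in edgeR, HMGCS1 was not called either.

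The study asked whether HNF4G supplied from a transgene keeps HNF target genes expressed during BET inhibition. The ABBV-075 change of the 10 signature genes other than HNF4G averaged -2.55 ± 1.35 in GFP cells and -1.68 ± 0.82 in HNF4G cells (log2, SD over 10 genes). For 9 of the 10 genes the change was less negative in HNF4G cells, and the mean difference was 0.87 ± 1.14 (SD), with an exact two-sided paired sign-flip permutation p = 0.037 over genes, which are not independent replicates. APOH went the other way, with -1.46 ± 0.28 in GFP cells and -2.59 ± 0.28 in HNF4G cells, and UGT2B15 stood at -2.81 ± 0.14 and -2.78 ± 0.14, a difference of 0.02 whose sign turned in some alternatives. These changes are against each line's own DMSO level, which was higher in HNF4G cells by 2.44 ± 0.28 for APOH and 2.08 ± 0.14 for UGT2B15. No contrast set HNF4G-ABBV-075 against GFP-DMSO. A larger fall in HNF4G cells therefore does not show a lower level than in untreated GFP cells. Under ABBV-075, UGT2B15 stood 2.10 ± 0.14 higher in HNF4G than in GFP cells. APOH stood 1.32 ± 0.28 higher, which was not called (limma, adjusted p = 0.070). By qRT-PCR in a separate experiment, the study described UGT2B15 as completely rescued by HNF4G, and APOH as rescued less by HNF4G than by the other factor it tested. From RNA-seq of these lines, it described the fall of the signature genes as largely reversed. It named CCN2, CLRN3 and VIL1 as almost completely rescued. The permutation p was 0.051 with a pseudocount of 8, 0.074 with a mean of at least 100 and 0.057 with quantile normalization. It was 0.074 without GFP-ABBV-075 number 1, 0.053 without HNF4G-DMSO number 1 and 0.057 without HNF4G-ABBV-075 number 1.

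**Figure D2:**
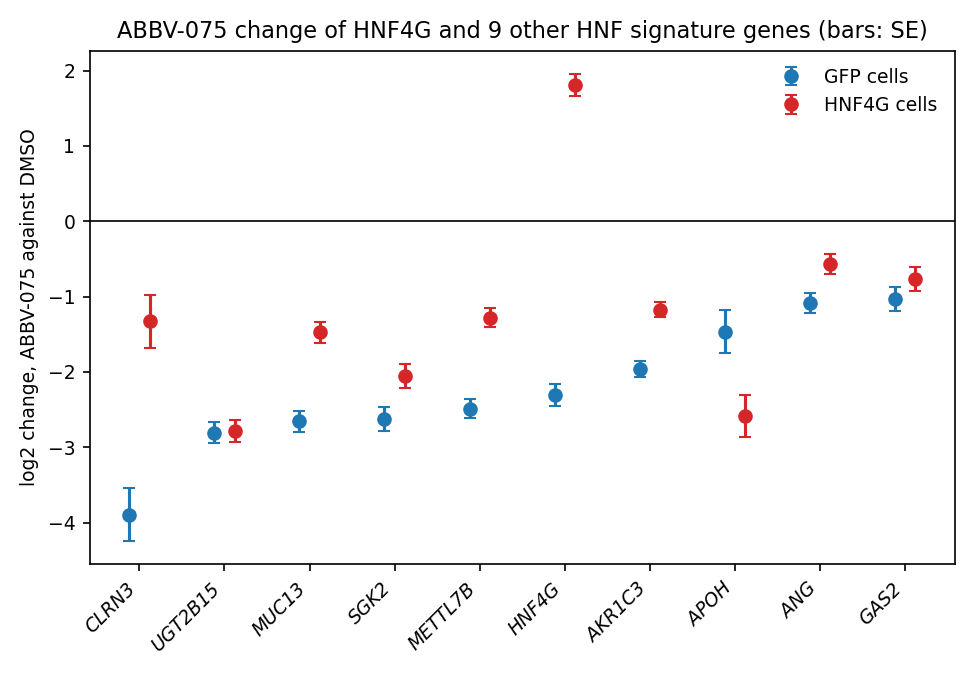
Log2 change with ABBV-075 against DMSO for HNF4G and 9 other HNF signature genes, with GFP and HNF4G cells as separate points and bars of 1 SE from limma. HNF4G rises by 1.81 in HNF4G cells and is lower with ABBV-075 in GFP cells, and METTL7B stands at -2.49 in GFP and -1.28 in HNF4G cells.

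At the level of single genes, limma called 2 interactions over 17876 genes, both positive. They were HNF4G itself (4.11 ± 0.21, adjusted p = 8.1e-04) and VIL1 (1.71 ± 0.14, adjusted p = 0.018). VIL1 (chromosome 2, 218419121 to 218453295) stood at 3032 ± 211 and 591.2 ± 2.43 normalized counts in GFP cells under DMSO and ABBV-075, and at 4386 ± 177 and 2810.1 ± 89.7 in HNF4G cells (SD, n = 2 each). Below the threshold in limma, the interaction was 1.71 ± 0.19 for CCN2, 1.21 ± 0.17 for METTL7B and 1.18 ± 0.20 for MUC13, against 0.19 ± 0.20 for MYC and -0.61 ± 0.24 for KLK3 (log2 ± SE). The HNF signature without HNF4G had a median interaction of 0.68 and was called by camera (adjusted p = 2.1e-12), which held with an estimated correlation (adjusted p = 0.040). Adjusted over the list alone, 7 of its 10 genes had a positive interaction and 1 a negative one. DESeq2 on the recovered reads called 10 interactions, with CCN2, METTL7B, MUC13, A1CF and MYO1A among them, and edgeR called 2. With the correction for GC content and length 20 were called, 16 positive and 4 negative. More were called without the 2 libraries of low GC content, but there each HNF4G group held 1 library, so that count does not show added interactions. The call of VIL1 was lost in limma with no trend and without any 1 of the GFP or HNF4G-DMSO libraries, each of which left 1 call, HNF4G.

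**Figure D3:**
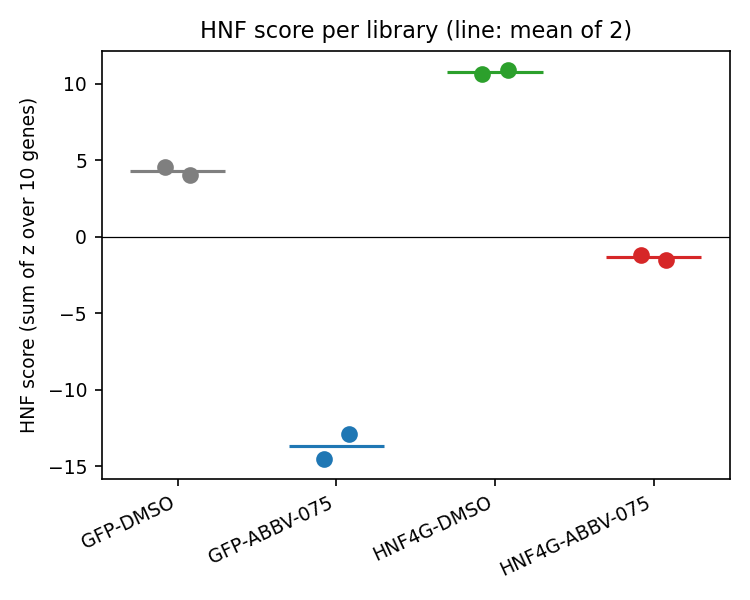
HNF score of each library, the sum over 10 signature genes without HNF4G of z scores across the 8 libraries, with a line at the mean of 2 libraries in each of the 4 groups. The means are 4.30 in GFP-DMSO, -13.7 in GFP-ABBV-075, 10.8 in HNF4G-DMSO and -1.35 in HNF4G-ABBV-075.

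The HNF score per library, without HNF4G, was 4.30 ± 0.34 in GFP-DMSO and -13.7 ± 1.17 in GFP-ABBV-075, and 10.8 ± 0.18 in HNF4G-DMSO and -1.35 ± 0.22 in HNF4G-ABBV-075 (SD, n = 2 each). With 2 against 2 libraries the smallest two-sided exact permutation p is 0.333, so that test could not reach 0.05.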

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

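The tests of GC content and length on the libraries that deviate together, of thinning to equal depth, of a label swap, of the size factors and of the endogenous gene were chosen after the result was seen. Effects of ABBV-075 that differed between the 2 cell lines were HNF4G (interaction of 4.11, log2) and VIL1 (1.71) as single genes, and the mean difference of 0.87 over the 10 HNF signature genes without HNF4G. Camera also called the interaction of the HNF signature (median 0.79), the signature without HNF4G (0.68), YAP/TEAD targets (0.21), G2/M genes (0.098), lineage genes (0.087), the MYC list (0.084) and mitochondrially encoded transcripts (-0.89). With an estimated correlation the 2 HNF lists held (adjusted p = 0.040 each), and the others did not (adjusted p = 0.22 for YAP/TEAD, 0.54 for G2/M, 0.25 for lineage, 0.22 for MYC and 0.36 for mitochondrial transcripts with an estimated correlation). The calls of YAP/TEAD, G2/M, lineage and MYC genes were each also lost without HNF4G-DMSO number 1, without HNF4G-ABBV-075 number 1 and without at least 1 GFP library, and that of VIL1 without any 1 GFP or HNF4G-DMSO library.

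HNF4G-ABBV-075 number 1 and HNF4G-DMSO number 2, the 2 deepest libraries, deviated from their partners in the same way (r = 0.59 across genes, which are not independent replicates), and within each pair the difference followed GC content (Spearman's rho -0.69 and -0.64 across genes), against -0.18 and 0.13 in the GFP pairs. Thinning all libraries to 1 total left r at 0.55, which argues against depth, and MYC was 4.43 times higher in the lowest HNF4G-DMSO library than in the highest HNF4G-ABBV-075 library, which argues against a swap between those groups. Removing the trend on GC content and length lowered r to 0.27, between the bounds set for and against it, so GC content may account for part of the pattern, and what remains stays open. No biological explanation was tested, since the split follows no group.

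HNF4G RNA rose with ABBV-075 in HNF4G cells. The rise was at least 1.77 (log2) under 3 rescalings, so it did not rest on the choice among them. The deposited size factors were 0.982 to 0.988 of the median-of-ratios factors, so that rescaling could hardly differ. None of the 3 would show a change shared by all transcripts, so they cannot exclude scaling as a part of the rise. HNF4G changed by -2.30 in GFP cells, which argues against the endogenous gene as the source. A change in activity of the transgene's promoter or in the share of cells carrying it cannot be told apart here, since 0 entries of the table named a second transcript of the vector. HNF4G RNA therefore differs between the DMSO and ABBV-075 arms that the interaction compares, and HNF4G protein was not analysed here.

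KLK3 and KLK2 were lower in HNF4G-DMSO than in GFP-DMSO. Their mean difference was -1.47 before and -1.39 after removing the GC and length trend, with both still called (limma, adjusted p = 7.6e-05 and 4.1e-05), which argues against that bias as the whole cause. The other 29 androgen-induced genes had a median of -0.10 (SD 0.49, 95% bootstrap interval over genes -0.20 to -0.033), a smaller change than that of KLK3 and KLK2. The interval resamples genes, which are not independent replicates, and holds no spread between libraries. The interval alone cannot decide whether the group is lower. Camera at the preset correlation, which takes account of the spread between libraries, gave p = 0.0079 for these 29 genes against all others. The full androgen-induced list, with KLK3 and KLK2, was not called with an estimated correlation. A lower output of the group therefore stays open as part of the pattern. An effect of the HNF4G transgene on these 2 genes is a candidate explanation that was not tested.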

How the results depend on the processing

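The corrections for GC content and length, the crossed block and leaving out both low-GC libraries were chosen after seeing the data, and the other alternatives before the data were examined. The cause of each move below was not tested, apart from fewer libraries or a stricter rule. Comparisons are given in the order ABBV-075 in GFP cells, ABBV-075 in HNF4G cells, HNF4G under DMSO, HNF4G under ABBV-075 and interaction. A log2 change of at least 1 left 2525, 2348, 107 and 196 genes in the first 4, with 820 higher and 1705 lower for ABBV-075 in GFP cells and 743 and 1605 in HNF4G cells. The correction for GC content and length gave 9872, 9589, 1191, 2351 and 20, holding 5933 of 5966, 5525 of 5575, 160 of 161, 350 of 353 and 2 of 2 genes called before. It split the HNF4G effects into 708 higher and 483 lower under DMSO and 1211 and 1140 under ABBV-075, against 140 and 21, and 293 and 60. Leaving out both low-GC libraries gave 10737, 8507, 1165, 3183 and 364, with 619 higher and 546 lower under DMSO and 1676 and 1507 under ABBV-075. Only the 4 libraries compared gave 10750 and 2785 for ABBV-075, and 94 higher and 22 lower (1.2e+02 in all) for HNF4G under ABBV-075, where no filter gave 211. DESeq2 called 278 genes for HNF4G under DMSO and 10 interactions, and limma with no trend 1 interaction, HNF4G. Leaving out 1 library gave 2915 to 7469, 3850 to 6298, 16 to 329, 91 to 666 and 1 to 3 genes. No rescaling moved the share of higher calls by over 10 points.

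Whether the replicate numbers pair the samples stays open. Across genes, which are not independent replicates, deviations of same-numbered libraries had r = -0.59 between the HNF4G groups and -0.13 to 0.13 elsewhere. These values carry the GC trend of both low-GC libraries, so they cannot exclude pairing. Mitochondrial transcripts took 3.01% and 2.93% of reads in GFP-DMSO and HNF4G-DMSO number 1, and 1.90% and 1.88% in number 2. The ABBV-075 groups did not split alike, with 3.43% and 3.49% in GFP cells and 2.10% and 1.82% in HNF4G cells (number 1, then number 2). With the replicate block, HNF4G gave 72 genes under DMSO and 168 under ABBV-075, and 1 interaction was called, HNF4G, without VIL1. The block ended 35 of 250 calls of named genes and 2 of 44 list calls. The block with the correction for GC content and length gave 9306, 9031, 670, 1502 and 12. A crossed block in HNF4G cells gave 10622, 10516, 5310, 5296 and 111, with 2387 higher and 2923 lower for HNF4G under DMSO, 2654 and 2642 under ABBV-075, and 84 positive and 27 negative interactions.

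Of the 250 named gene calls, an added log2 change of at least 1 ended 68, and only the 4 libraries compared ended 38. Limma without a filter ended 32, without a trend 31, DESeq2 10, edgeR 7, the GC and length correction none, leaving out both low-GC libraries 3, and leaving out 1 library 4 to 56. An estimated correlation ended 28 of 44 list calls and fry 6. The mean difference of the HNF signature without HNF4G was 0.612 with a pseudocount of 8, 0.679 with a mean of at least 100 and 0.756 with quantile normalization (exact permutation p = 0.051, 0.074 and 0.057), and 0.721 to 1.01 on leaving out 1 library, lowest without GFP-ABBV-075 number 1 and highest without number 2. The HNF score of GFP-DMSO was 3.95 with quantile normalization. Signs turned for the UGT2B15 interaction (-0.018 with a pseudocount of 8, -0.12 with quantile normalization, -0.12 to 0.16 on leaving out 1 library), the median lineage interaction (-0.11 with a pseudocount of 8, -0.0042 to 0.13 on leaving out 1 library), the median G2/M interaction (-0.035 without HNF4G-ABBV-075 number 1 to 0.22 without number 2) and the median of androgen-induced genes under ABBV-075 (0.011 with no filter). At these depths, changes of genes with a few reads in 1 group, such as CLRN3 in GFP-ABBV-075, depend on the pseudocount.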

Other observations

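The test below of genes higher in HNF4G cells, chosen on both treatments, was picked after the result was seen. Lists outside the main account were mixed in GFP cells treated with ABBV-075. Of 17 p53 targets 2 rose and 6 fell (4 and 6 adjusted over the list alone), with TP53INP1 at 1.10 ± 0.14 and FAS, a death receptor gene, at -2.15 ± 0.23. Of 14 BCL2 family genes 2 rose and 2 fell, the same numbers as when adjusted over the list alone, with MCL1 at 0.67 ± 0.10 and BCL2 at -1.29 ± 0.11. CDKN2B, which encodes a CDK4/6 inhibitor, rose by 2.00 ± 0.13 and IGFBP3 changed by -1.69 ± 0.09 on the log2 scale, in a list of 10 CDK inhibitor and senescence genes where 3 rose and 2 fell. Of 11 interferon-stimulated genes 4 rose and 3 fell, with OAS3 at -2.76 ± 0.12, and of 22 cholesterol genes 3 rose and 3 fell (3 and 2 adjusted over the list alone), with INSIG1 at 0.98 ± 0.09. Of 16 stress response genes 6 rose and 1 fell (8 and 1 adjusted over the list alone), and of 23 G2/M genes 1 rose and 6 fell. None of these lists was called by camera in this comparison.

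In the same comparison 5 of 11 YAP/TEAD targets fell and 0 rose, and of 10 prostate luminal genes 1 rose (FOXA1, 0.52 ± 0.07) and 1 fell (EPCAM, -0.46 ± 0.10), whose call was lost without GFP-DMSO number 1 or either GFP-ABBV-075 library. Ribosomal protein genes had a list median of 0.018 over 25 genes. Of 12 housekeeping genes 1 rose and 1 fell. Of markers of other cell types, 1 of 8 neuroendocrine genes rose and 2 fell, 1 of 6 basal genes rose and 1 fell, and 2 of 10 stromal genes rose and 5 fell. Immune and endothelial markers had 0 of 12 genes tested, the highest mean being 7.01 normalized counts.

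Of the 140 genes higher in HNF4G-DMSO than in GFP-DMSO, 100 were lower with ABBV-075 in GFP cells, against 26.9 for independent lists. The comparisons share the GFP-DMSO libraries, and 20 simulations of groups with no effect gave a mean overlap of 0, which is no test of it, since such groups hold no changed genes to call. Noise in the shared libraries pushes the 2 changes to the same sign, so it works against this overlap.

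Whether genes higher in HNF4G than in GFP cells lose less with ABBV-075 in HNF4G cells was tested as a hypothesis. Over the 139 genes called higher under DMSO, without HNF4G, the median interaction was -0.0053, with 69 positive, inside the central 95% of 10000 draws matched on mean expression (-0.021 to 0.059). That bound was wrong by design, because a gene chosen for a high value in HNF4G-DMSO carries that noise into a lower interaction, so this test decides nothing. Over the 689 genes called higher in the mean of both comparisons of HNF4G with GFP cells, the median was 0.12, with 459 positive, above all draws (central 95% -0.0039 to 0.031). The median was 0.072 over 2020 genes after the correction for GC content and length and 0.12 over 1900 genes without the 2 libraries of low GC content, each above all its draws. More noise under ABBV-075 than under DMSO pushes genes chosen this way to a positive interaction. The HNF4G pair differed more under ABBV-075 (SD of the log2 difference 0.53 against 0.42), while in GFP pairs the measures went both ways (SD 0.33 against 0.31, chi-square over degrees of freedom 2.36 against 10.7). Summed over both lines, the ABBV-075 minus DMSO difference was 0.11 in variance and 0.017 in squared median absolute deviation, and 0.043 and -8.6e-04 after the correction for GC content and length. Without the 2 libraries of low GC content the noise has no estimate in HNF4G cells, so none of these values decides and the hypothesis stays open.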
